# Anti-AQP4 autoantibodies promote ATP release from astrocytes and induce mechanical pain in rats

**DOI:** 10.1186/s12974-021-02232-w

**Published:** 2021-08-21

**Authors:** Teruyuki Ishikura, Makoto Kinoshita, Mikito Shimizu, Yoshiaki Yasumizu, Daisuke Motooka, Daisuke Okuzaki, Kazuya Yamashita, Hisashi Murata, Shohei Beppu, Toru Koda, Satoru Tada, Naoyuki Shiraishi, Yasuko Sugiyama, Katsuichi Miyamoto, Susumu Kusunoki, Tomoyuki Sugimoto, Atsushi Kumanogoh, Tatsusada Okuno, Hideki Mochizuki

**Keywords:** NMOSD, Pain, ATP, IL-1β

## Abstract

**Background:**

Intractable neuropathic pain is a common symptom of neuromyelitis optica spectrum disorder (NMOSD). However, the underlying mechanism of NMOSD pain remains to be elucidated. In this study, we focused on ATP, which is one of the damage-associated molecular patterns, and also a well-recognized molecule involved in peripheral neuropathic pain.

**Methods:**

We assessed the development of pain symptoms by injecting anti-AQP4 recombinant autoantibodies (rAQP4 IgG) into rat spinal cords. We incubated HEK293 cells expressing AQP4 (HEK-AQP4) and rat astrocytes with rAQP4 IgG and assessed the level of ATP in the supernatant. We performed transcriptome analysis of the spinal cords injected with rAQP4 IgG. Pharmacological inhibition was also applied to investigate the involvement of ATP in the development of neuropathic pain in our rat model. The ATP concentration within the cerebrospinal fluid was examined in patients with NMOSD and other neurological diseases.

**Results:**

Development of mechanical allodynia was confirmed in rAQP4 IgG–treated rats. AQP4-Ab–mediated extracellular ATP release from astrocytes was observed in vitro, and pharmacological inhibition of ATP receptor reversed mechanical allodynia in the rAQP4 IgG–treated rats. Furthermore, transcriptome analysis revealed elevation of gene expressions related to several ATP receptors including *P2rx4* and *IL1B* in the spinal cord of rAQP4 IgG–treated rats. In patients, CSF ATP concentration was significantly higher in the acute and remission phase of NMOSD than in multiple sclerosis or other neurological disorders.

**Conclusion:**

Anti-AQP4 antibody was shown to induce the release of extracellular ATP from astrocytes. The ATP-mediated development of mechanical allodynia was also suggested in rats treated with anti-AQP4 antibody. Our study indicates the pivotal role of ATP in the pain mechanism of NMOSD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-021-02232-w.

## Background

Neuromyelitis optica spectrum disorder (NMOSD) is an autoimmune inflammatory disease of the central nervous system that presents with optic neuritis or longitudinally extensive myelitis and is associated with various neurological symptoms [1]. Approximately 80% of patients with NMOSD experience intractable pain, and their quality of life is severely affected [2]. Current therapeutics for NMOSD pain, including antiepileptic agents, anti-spasticity medications, and opioids, provide insufficient relief of the symptoms [3]. A few studies reported pain development in a NMOSD animal model [4]. However, the detailed analysis of the mechanism related to NMOSD pain has not been performed in the past literature [2]. Consequently, the detailed pathogenesis of NMOSD pain remains to be elucidated.

Anti-aquaporin4 autoantibody (AQP4-Ab) plays a pathogenic role in NMOSD [5–7]. We showed previously that mitochondrial DNA (mtDNA), a damage-associated molecular pattern (DAMP), is released by dying astrocytes in an AQP4-Ab–dependent manner and further augments inflammation via innate immune receptors [8]. Damage-associated molecular patterns (DAMPs), such as high mobility group box-1 (HMGB1), mtDNA and ATP, are known to accelerate innate immune responses [9]. Moreover, the pivotal roles of ATP and purinergic receptors have been demonstrated in a peripheral neuropathic pain model [10].

In this study, we sought to clarify whether ATP is involved in the pathogenesis of NMOSD pain. ATP is previously shown to activate microglia and further promote secretion of IL-1β, which result in the activation of neuronal cells in a peripheral neuropathic pain model [11]. However, there has been no previous report investigating the involvement of ATP in NMOSD.

## Methods

### Patient information and sample collection

CSF was obtained from patients with AQP4-Ab–positive NMOSD in the acute (*n* = 17) or remission phase (*n* = 18), MS in the acute (*n* = 15) or remission phase (*n* = 6), or other neurological diseases (ONDs, *n* = 56). All NMOSD subjects were diagnosed according to the 2015 NMOSD diagnostic criteria, and all MS patients fulfilled the 2010 McDonald criteria. ONDs included Guillain-Barré syndrome (GBS) (*n* = 6), amyotrophic lateral sclerosis (ALS) (*n* = 27), Parkinson disease (PD) (*n* = 6), idiopathic normal pressure hydrocephalus (iNPH) (*n* = 5), cervical spondylosis (*n* = 5), and somatic symptom disorders (*n* = 7). The acute phase of NMOSD was defined as a sudden appearance of new neurological symptoms, and CSF during the acute phase was collected before or within 24 h from the start of treatment (high-dose intravenous methylprednisolone or plasmapheresis). CSF in the remission phase was collected after symptoms resolved following treatment for the acute phase. Informed consent was obtained from each patient. This study was approved by the ethics committee of Osaka University Hospital (permit number 12091-6).

### Surgical procedures

Female Lewis rats (age, 8 weeks; body weight, 200–250 g) purchased from the Charles River Laboratories Japan (Yokohama, Japan) were anesthetized with a mixture of Dormicam (4 mg/kg), Vetorphale (5 mg/kg), and Domitor (4 mg/kg), and laminectomy was performed at the thoracic 10 (Th10) vertebral level, where the spinal cord was exposed. A microsyringe (75RN, Hamilton, Reno, NV, USA) was inserted 1.5 mm at Th10 and used to infuse patient-derived AQP4 recombinant antibody [12] or control IgG [Human IgG1 lambda, Nordic-MUbio BV, Susteren, Netherlands] (20 μg), 1 μL of normal human serum, and indocyanine green (Tokyo Chemical Industry, Tokyo, Japan). Total volume was 4 μL. Rats in the TNP-ATP–treated group received a mixture of 1 μg TNP-ATP (SM0740, Sigma-Aldrich, St. Louis, MO, USA). All experimental procedures were performed according to the protocols approved by the Animal Care and Use Committee of Osaka University School of Medicine and the US Public Health Service Policy on Humane Care and Use of Laboratory Animals.

### Immunohistochemistry

HEK293 cells or HEK293 cells expressing AQP4 (HEK-AQP4) were fixed in 4% paraformaldehyde for 15 min. After incubation with 1% BSA in PBS for 30 min at room temperature, cells were incubated with anti-AQP4 IgG FITC (1:50; Santa Cruz Biotechnology; Santa Cruz, CA, USA) overnight at 4 °C. Rats were euthanized by terminal anesthesia. Spinal cords were embedded in Tissue Tek OTC compound 4583 (Sakura Finetech, Tokyo, Japan) and snap-frozen. Twenty micrometer-thick frozen tissue sections were fixed in 4% paraformaldehyde for 15 min. To stain GFAP and AQP4, after incubation with 1% BSA in PBS for 30 min at room temperature, the sections were incubated with anti-AQP4 (1:50; SAB5200112, Sigma-Aldrich, St. Louis, MO, USA) overnight at 4 °C. The sections were incubated with goat anti-rabbit IgG Alexa Fluor 594 (1:200; Abcam, Cambridge, UK). Then, the section was incubated with anti-GFAP Alexa Fluor 488 conjugate (1:50; 3655 Cell Signaling Technology, Beverly, MA, USA). Images were captured on a BZ-X710 microscope (Keyence, Osaka, Japan).

### Behavioral studies

To assess mechanical sensitivity, calibrated von Frey filaments (Aesthesio, DanMic Global, San Jose, CA, USA) were applied to the plantar surfaces of the hindpaws of NMOSD and control rats. The rats were placed in a plastic cage with a wire mesh bottom that allowed access to their paws. Behavioral acclimatization was allowed for 1 h until cage exploration and grooming activities ceased. The area tested was the mid-plantar hindpaw. Series of von Frey monofilaments with different pressure intensities (from 1.0 to 26 g) were applied. The threshold of pain was determined as the lowest pressure filament that induced avoiding response in five out of ten applications.

### Cell cultures

HEK293 cells transfected with or without M23-human AQP4 expression plasmid (GeneCopoeia, Rockville, MD, USA) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum and 1% penicillin–streptomycin. The M23-human AQP4 plasmid was transfected into HEK293 cells by using FuGENE6 Transfection Reagent (Roche Diagnostics, Indianapolis, IN, USA) following the manufacturer’s instructions. Clones of stably transfected cells were selected by 1.0 mg/ml G418. The selected clones were confirmed to show high expression of AQP4 by western blot analysis and immunocytochemistry. Primary astrocytes were obtained from Sprague–Dawley rats as previously described [13] according to the protocols approved by the Animal Care and Use Committee of Osaka University School of Medicine and the US Public Health Service Policy on Humane Care and Use of Laboratory Animals. Immunohistochemical analysis confirmed that more than 95% of collected cell population consisted of GFAP-positive astrocytes.

### Quantification of ATP

HEK293 cells were seeded in 24-well culture plates and stimulated with DMEM with or without AQP4 recombinant antibody [12] containing 0, 5, or 10% normal human serum at 37 °C. Culture supernatants were collected 2 h after antibody stimulation and centrifuged at 2000×*g* at 4 °C for 10 min. Rat primary astrocytes were seeded in 24-well culture plates and stimulated with DMEM with or without AQP4 recombinant antibody containing 10% NHS at 37 °C. Culture supernatants were collected 2 h after antibody stimulation and centrifuged at 2000×*g* at 4 °C for 10 min. Supernatants were analyzed using the ATP Bioluminescence Assay Kit HS II (Roche, Basel, Switzerland). The standard samples and control groups were added to the corresponding wells. CSF samples were centrifuged at 2000×*g* at 4 °C for 10 min. ATP levels in CSF samples of patients were measured using the ATPlite luminescence assay system (PerkinElmer, Waltham, MA, USA). In this assay, the emitted light produced by the reaction of ATP with added luciferase and D-luciferin is proportional to the concentration of ATP. In a 96-well white plate, 50 μL of the reconstituted reagent was added to each well, which contained 100 μL of CSF supernatant centrifuged at 2000×*g* at 4 °C for 10 min and equilibrated at room temperature. Luminescence was measured using a Centro XS3 LB960 luminescent microplate reader (Berthold Technologies, Bad Wildbad, Germany).

### Transcriptome analysis

For transcriptome analysis of spinal cord tissue, rAQP4 IgG– or control IgG–treated rats were transcardially perfused with ice-cold PBS under anesthesia with i.p. injection of a mixture of Dormicam (4 mg/kg), Vetorphale (5 mg/kg), and Domitor (4 mg/kg). Spinal cords (*n* = 3 each group) were cut out at the Th10 level, and total RNA was prepared using ISOGEN II (Nippongene, Toyama, Japan). RNA libraries were prepared for sequencing using the TruSeq Stranded mRNA Library Prep kit (Illumina, San Diego, CA, USA). Sequencing was performed on the Illumina HiSeq 2500 platform in a 75-bp single-end mode. Sequenced reads were mapped to the rat reference genome sequence (rn6) using TopHat ver. 2.1.1 in combination with Bowtie2 ver. 2.2.3. The raw counts were calculated using Cufflinks ver. 2.2.1. Transcriptome analysis was performed using either iDEP.91 [14], the STRING database [15], or Enrichr [16]. For principal component analysis (PCA), normalization and scaling of raw read counts were processed by the EdgeR package of iDEP.91 (filtered with 0.5 counts per million); among the six samples, 12,453 genes passed the filter. Differentially expressed genes (DEGs) were assessed by DESeq2 (false discovery rate cutoff < 0.1, fold change > 2) and visually depicted using the STRING database. Heat map of purinergic receptors was calculated with iDEP.91 by normalizing samples against the standard deviation. Using Enrichr-based WikiPathways analysis, gene set enrichment analysis was performed with upregulated DEGs of NMOSD rats that met the criterion |log_2_ (fold-change)| > 1. Raw data from this analysis were submitted to Gene Expression Omnibus (GEO) under accession number GSE150598.

### Quantitative PCR

Total RNA of the spinal cords was obtained as described in the “Transcriptome analysis” section. Sixty nanograms RNA extracted according to the instruction protocol was reverse transcribed with SuperScript VILO (Thermo Fisher Scientific, San Jose, CA, USA) as follows: 25 °C for 10 min, 42 °C for 60 min, and 85 °C for 5 min. cDNA corresponding to 1ng RNA was measured with q-PCR. The q-PCR was performed using TaqMan probes according to the manufacturer’s protocol (Applied Biosystems, Foster City, CA, USA), and the reactions were performed using the Applied Biosystems 7900HT (Applied Biosystems, Foster City, CA, USA). The following TaqMan primers were used: Rn00580432_m1 (interleukin 1 beta; *IL1B*) and Rn00667869_m1 (Actin beta; *Actb*). The resultant data were analyzed according to the comparative cycle threshold (Ct) method (ΔΔCt), which was normalized to the expression of *Actb* reference genes.

### Statistics

Data are shown as means ± SEM. Data assessing allodynia and HEK-AQP4 ATP assay were analyzed by linear mixed regression analysis for factorial repeated measures ANOVA model with random-effects of one within-subjects (the same rat’s paired right and left data), with post hoc Bonferroni correction. Rat astrocyte ATP assay and quantitative polymerase chain reaction analysis were analyzed by Student’s *t* test. CSF ATP levels of different groups were analyzed by Welch’s *T* test. Statistical significance was defined as *P* < 0.05. Asterisks in figures denote *P* values as follows: *P < 0.05 and **P < 0.01.

## Results

### Administration of rAQP4 IgG to rats induces the development of mechanical pain

To determine whether AQP4 antibodies induce pain symptoms in rats, we used recombinant monoclonal AQP4 antibody (rAQP4 IgG) from NMOSD patient plasmablasts, which was previously established in our laboratory [12]. The rAQP4 IgG recognizes extracellular domain of AQP4 and have high capacity to induce complement-dependent cytotoxicity [12]. The rAQP4 IgG was shown to directly bind to astrocytes and the target antigen was confirmed to be AQP4 (Fig S1). Patient-derived rAQP4 IgG was stereotaxically injected into rat spinal cords at the T10 vertebra (Fig. 1A). The injection sites of both rAQP4 antibody-treated and control IgG–treated groups were unavoidably accompanied by injurious pathological changes caused by needle insertion and sample infusion. This being said, rAQP4 antibody-treated group showed larger lesion formation in certain sections (Fig. 1B). Higher magnification images demonstrated the presence of astrogliosis in peripheral lesion of injury site (Fig. 1C). Additionally, astrogliosis observed in the spinal cords was shown to persist also 5 days after the injection (Fig. 1D). The rats were tested for mechanical and thermal paw withdrawal responses. Relative to the control group, rats receiving rAQP4 IgG exhibited a lower threshold for mechanical pain in both hind limbs. The mechanical pain was observed one day after rAQP4 IgG injection and peaked at day three and lasted for 1 week (Fig. 1E). By contrast, thermal paw responses did not differ significantly between the two groups (Fig S2). No apparent motor deficit was observed in both groups. We also performed a dose dependent trial. The results indicated that 1/1000 dose rAQP4 IgG was not enough to induce pain symptoms in our rat model (Fig. 1F). These results demonstrate that patient-derived rAQP4 IgG is capable of inducing mechanical allodynia in rats. To confirm the universal property of anti-AQP4 antibody to induce pain symptoms in rats, rats were injected with sera derived from either anti-AQP4 antibody–positive patients or healthy control. The induction of mechanical pain was observed exclusively in rats injected with anti-AQP4 antibody–positive NMOSD patient serum (Fig S3).

**Fig. 1:**
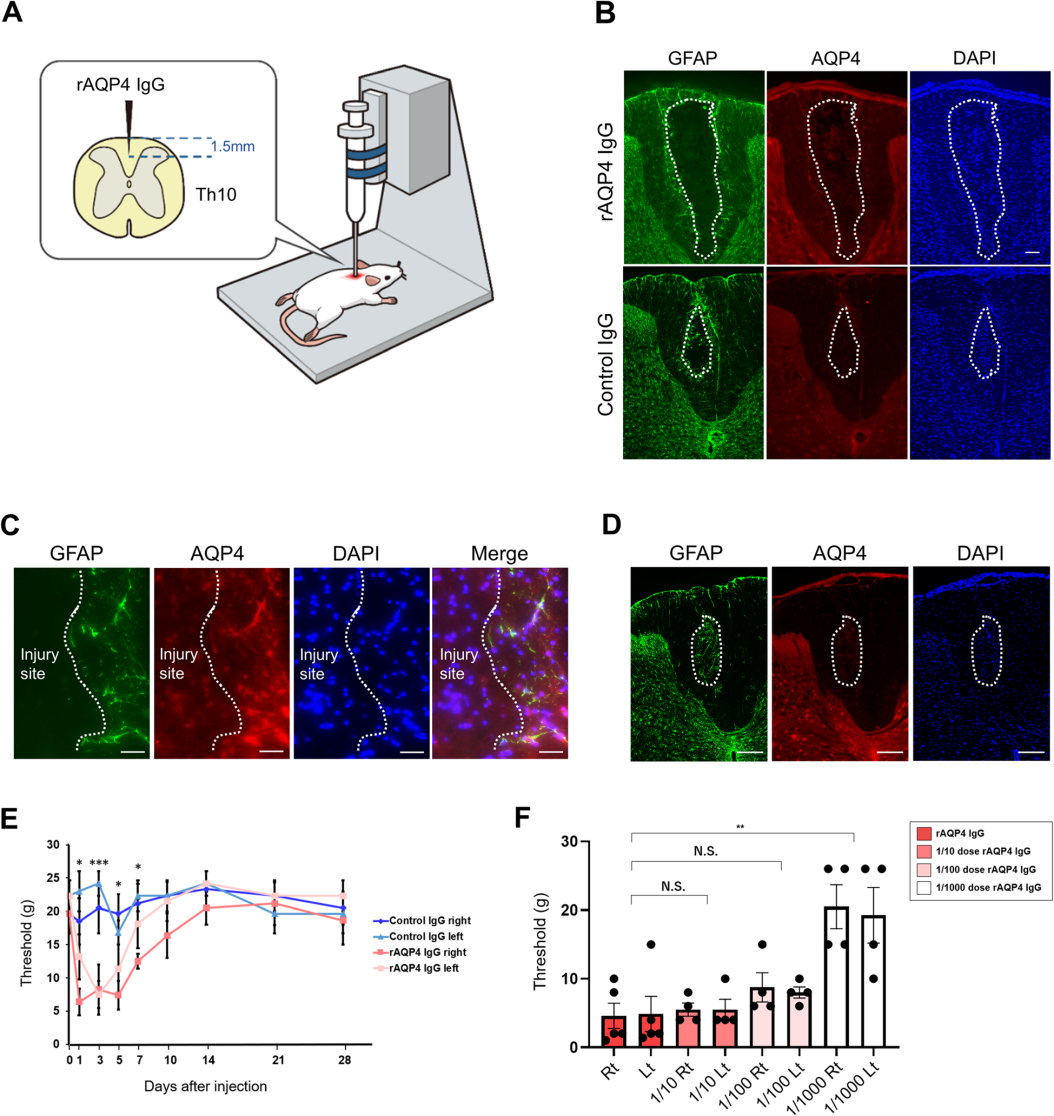
Intraspinal injection of rAQP4 IgG induces mechanical allodynia. **A** Schema of experimental procedures. **B** Representative images of GFAP, AQP4, and DAPI staining in the spinal cords of rats 3 days after receiving rAQP4 IgG or control IgG. Scale bar = 200 μm. **C** High magnification images of the injury site in rAQP4 IgG–treated group. Astrogliosis is observed in peripheral lesion of the injury site. Scale bar = 100μm. **D** GFAP, AQP4, and DAPI staining at the injection site of the spinal cord in rAQP4 IgG–treated group 5 days after the injection. Scale bar = 200 μm. **E** Time course of thresholds of mechanical allodynia. Thresholds of mechanical allodynia assessed 0 (pre-injection), 1, 3, 5, 7, 10, 14, 21, and 28 days after intraspinal injection of either rAQP4 IgG (*n* = 6) or control IgG (*n* = 6). Data are expressed as means ± SEM and were analyzed by factorial repeated measures ANOVA with three between-subjects factors [group: rAQP4 and control; day 1, 3, 5, 7, 10, 14, 21, and 28; RL: right (Rt) and left (Lt)] and one within-subjects factor [the same rat’s paired Rt and Lt data]. The main effect of group (*P* = 0.018) and the interactions of group times day (*P* < 0.001) and group times RL (*P* = 0.045) were statistically significant. For the visualization, the asterisks indicate two-group comparison at each day. **F** Thresholds of mechanical allodynia assessed 3 days after intraspinal injection of either undiluted rAQP4 (*n* = 5), 1/10 dose rAQP4 IgG (*n* = 4), 1/100 dose rAQP4 IgG (*n* = 4), or 1/1000 dose rAQP4 IgG (*n* = 4). Data are expressed as means ± SEM and analyzed by two-way repeated measures ANOVA with one within-subjects factor [the same rat’s paired right (Rt) and left (Lt) data]. ***P < 0.001, **P < 0.01, *P < 0.05. N.S., not significant

### rAQP4 IgG promotes extracellular ATP release

Among the molecules reported to play pivotal roles in peripheral neuropathic pain, ATP is an essential factor that also functions as a DAMP in immune-mediated cellular damage. Hence, to determine whether rAQP4 IgG promotes ATP release from cells expressing AQP4, we incubated HEK-AQP4 with patient-derived rAQP4 IgG. After 1 h of incubation, the rAQP4 IgG–treated cells exhibited a balloon-like morphology (Fig. 2A–D). Concomitant with the morphological alteration, the level of ATP in the supernatant was elevated in the rAQP4 IgG–treated cells. Importantly, the amount of ATP released was higher in the presence of 10% normal human serum addition than in the presence of 5% serum (Fig. 2E). The ATP level was remarkably reduced when heat deactivated human serum was applied instead of normal human serum (Fig S4). HEK-AQP4 were confirmed to express AQP4 antigen by immunocytochemistry (Fig. 2F). These results indicate that in the presence of complement, rAQP4 IgG induces a balloon-like morphological change in HEK-AQP4 cells, followed by extracellular release of ATP. Similarly, we incubated rat astrocytes with either control IgG or rAQP4 IgG in the presence of normal human serum (Fig. 2G, H). After 1 h of incubation, the rAQP4 IgG–treated astrocytes exhibited balloon-like morphology. The treatment of rat astrocytes with control IgG or rAQP4 IgG in the presence of 2% rabbit complement also demonstrated balloon-like morphological change exclusively in rAQP4 IgG–treated group (Fig. 2I, J). Moreover, rAQP4 IgG also induces extracellular ATP release from rat primary astrocytes (Fig. 2K).

**Fig. 2:**
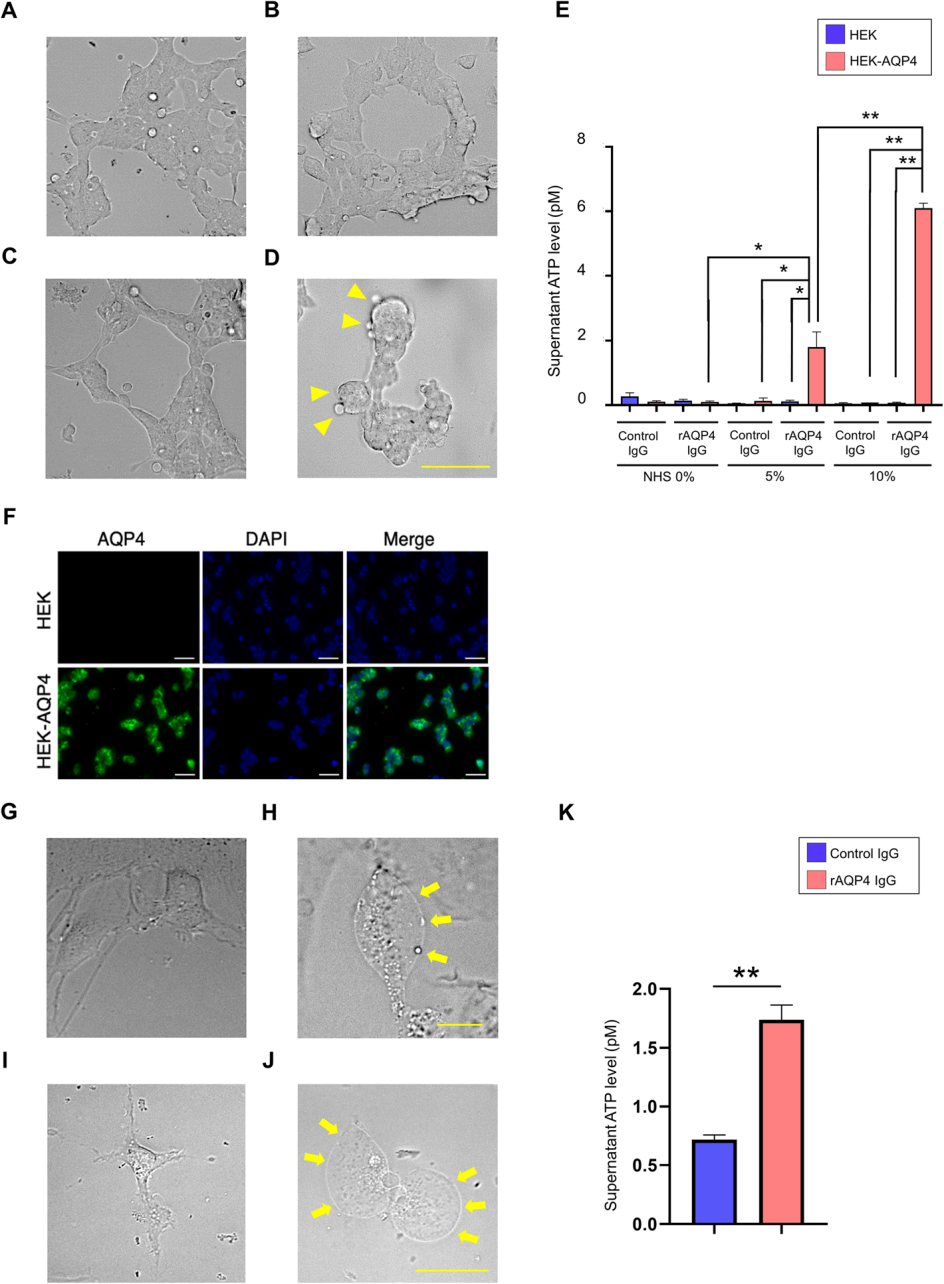
rAQP4 IgG promotes extracellular ATP release. HEK293 cells (**A**, **B**) or HEK293 cells expressing AQP4 (**C**, **D**) were stimulated with control IgG (**A**, **C**) or rAQP4 IgG (**B**, **D**) in the presence of 5% normal human serum (NHS). Only HEK-AQP4 incubated with rAQP4 IgG underwent a balloon-like morphological change (arrowheads) (**D**). Scale bar = 100 μm. (**E**) Extracellular ATP level in the culture medium. HEK293 cells (HEK) or HEK293 cells expressing AQP4 (HEK-AQP4) were incubated with either control IgG or rAQP4 IgG in the presence of various concentrations of complement. Data are expressed as means ± SEM and were analyzed by factorial ANOVA with three between-subjects factors [NHS, 0%, 5%, or 10%; group: rAQP4 IgG or control IgG; HEK-AQP4, HEK or HEK-AQP4]. The main effects of NHS (*P* < 0.001), group (*P* < 0.001), and HEK-AQP4 (*P* < 0.001) and the interactions of NHS times group (*P* < 0.001), NHS times HEK (*P* < 0.001), and group times HEK (*P* < 0.001) were statistically significant. For the visualization, the corresponding two-group comparisons were indicated by the asterisks, *P < 0.05 and **P < 0.01. **F** HEK and HEK-AQP4 were immunostained with anti-AQP4 antibody. HEK-AQP4 were confirmed to express AQP4 antigen. Scale bar = 25 μm. Rat astrocytes were stimulated with control IgG (**G**, **I**) or rAQP4 IgG (**H**, **J**) in the presence of 10% NHS (**G**, **H**) or 2% rabbit complement (**I**, **J**). Only rat astrocytes incubated with rAQP4 IgG exhibited a balloon-like morphological change (arrows). **G**, **H** Scale bar = 50 μm. **I**, **J** Scale bar = 100μm. **K** Rat astrocytes were stimulated with human IgG or rAQP4 IgG in the presence of 10% NHS. Data are expressed as means ± SEM and were analyzed by Student’s *t* test and **P < 0.01

### Inhibition of ATP receptors prevents mechanical pain of rAQP4 IgG–treated rats

Given that our in vitro study showed that rAQP4 IgG induced the extracellular release of ATP, we next assessed whether ATP receptor antagonist would prevent the development of neuropathic pain in the rAQP4 IgG–treated rats. To this end, we locally co-administered TNP-ATP (an antagonist of P2RX1, P2RX3, P2RX2/3, and P2RX4) when rats were injected in the spinal cord with either rAQP4 IgG or control IgG. Three days after injection, the rats were tested for mechanical paw withdrawal responses. In the rAQP4 IgG–treated group, TNP-ATP prevented mechanical pain symptoms, bringing the threshold of mechanical allodynia to a level comparable to that in the control IgG group (Fig. 3). These results indicated that ATP plays an important role in the pathogenesis of NMOSD pain.

**Fig. 3:**
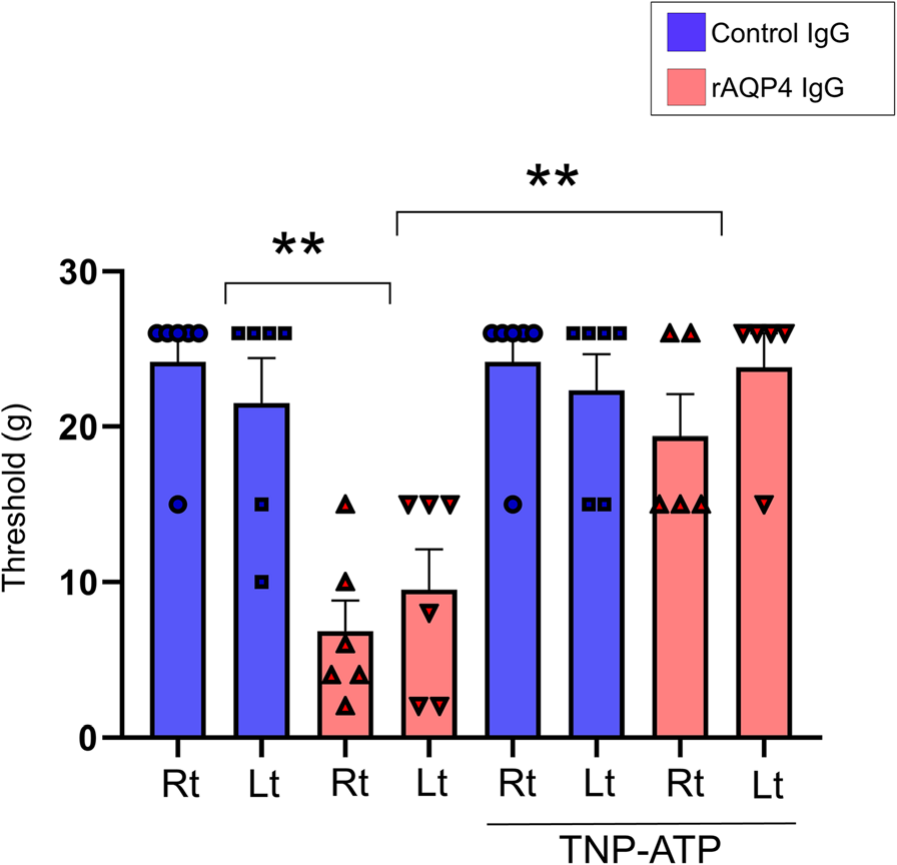
TNP-ATP reverses mechanical allodynia. Thresholds for mechanical allodynia assessed in rats receiving either control IgG or rAQP4 IgG, with or without Intraspinal administration of TNP-ATP (*n* = 5–6 each group). Data are expressed as means ± SEM and were analyzed by factorial repeated measures ANOVA with two between-subjects factors [group: rAQP4 IgG and control IgG; TNP-ATP: with or without TNP-ATP] and one within-subjects factor [the same rat’s paired right (Rt) and left (Lt) data]. The main effects of Group (*P* < 0.001) and TNP-ATP (*P* = 0.003) and the interaction of Group times TNP-ATP (*P* = 0.003) were statistically significant. For the visualization, the corresponding two-group comparisons were indicated by the asterisks, **P < 0.0.

### Transcriptome profiling of the spinal cord in rAQP4 IgG–treated rats

To further clarify the molecular pathway in rats treated with rAQP4 IgG, we performed RNA sequence on spinal cords of rAQP4 IgG– or control IgG–treated rats 3 days after the antibody injection. 

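RNA was taken from the spinal cord at thoracic level 10 of 3 control IgG–treated and 3 rAQP4 IgG–treated female Lewis rats on day 3 after the injection. Each rat had received 20 µg of IgG with 1 µL of human serum, the complement source, in a volume of 4 µL. The authors made stranded mRNA libraries, sequenced 75-bp single-end reads, aligned them to the rat genome rn6 with TopHat and Bowtie2, and counted reads per gene with Cufflinks. The deposited values are these counts for 17312 gene symbols per rat, without normalization. Counts of the control IgG rats 1, 2 and 3 summed to 9367312, 9572897 and 10310914, with a median of 9572897. In the rAQP4 IgG rats 1, 2 and 3 the totals were 9463022, 9308238 and 9593162, with a median of 9463022. At this depth 3 counts correspond to between 0.291 and 0.322 CPM (counts scaled to a common library total), and genes at or below 3 counts in both groups are given here by count only. Counts were scaled by the TMM method, and the 12868 genes with at least 0.5 CPM in at least 1 library were tested with limma-voom and Benjamini-Hochberg adjustment. Differentially expressed genes (DEGs) were those with an adjusted p below 0.1 and a fold change above 2. Single values were also compared with an exact two-sided permutation test, for which 3 rats against 3 cannot give a p below 0.1. The symbols of 26 rows had been turned into dates, and the 24 of these rows that passed the filter were tested without a gene name.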

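In a principal component analysis of log2 CPM (prior count 4, genes centred and not scaled), PC1 held 32.4% of the variance and PC2 held 30.3%. The PC1 scores of the control IgG–treated rats 1, 2 and 3 were -15.8, -11.6 and -10.6. Those of the rAQP4 IgG–treated rats 1, 2 and 3 were 22.8, -8.19 and 23.3, so that every score lay above the control scores while rat 2 lay closer to them than to the rats of its own group. The exact permutation test gave p = 0.1 for PC1, the smallest p that 3 rats against 3 allow, and p = 0.7 for PC2. PC2 mainly set control IgG rat 3 apart, at -33.1, with every other rat between -3.25 and 14.8. The share of PC1 moved most when the 500 genes with the largest variance were used, to 56.6%, with an exact permutation p of 0.2. With each gene scaled to unit variance the exact permutation p was 0.8 for PC1 and 0.1 for PC2, which then held 21.1%, so the groups were apart on PC2. The same happened with a filter of 10 counts in 3 libraries, with exact permutation p values of 0.7 for PC1 and 0.1 for PC2.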

Principal component analysis (PCA) revealed a clear difference in gene expression between the two groups (Fig. 4A). 

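Under these thresholds, 0 genes were called higher and 0 lower in the rAQP4 IgG–treated rats, and the smallest adjusted p was 0.236. At an unadjusted p below 0.05 there were 802 genes, 488 of them higher. Without rAQP4 IgG rat 2, 85 genes were called higher and 1 lower. With the p left unadjusted and the fold limit kept, 58 were higher and 61 lower. Of the 13 purinergic receptor genes of Fig. 4B, 5 had a log2 fold change above 0 and 8 below 0, and 0 were called with the adjustment over all genes or over the list alone. Expression of P2rx4, an ATP-gated ion channel, was 17.5 ± 2.40 CPM in control IgG–treated rats and 16.6 ± 0.612 CPM in rAQP4 IgG–treated rats (SD, n = 3 each; log2 fold change -0.060, standard error 0.13, adjusted p = 0.965 by limma-voom). P2rx3 was the receptor gene with the largest change (log2 fold change 3.12, standard error 1.45, adjusted p = 0.812 by limma-voom). Without rAQP4 IgG rat 2 it was called, with a log2 fold change of 4.38 (adjusted p = 2.1e-04 by limma-voom). Without rAQP4 IgG rat 1 the log2 fold change of P2rx3 was 2.47, and it was not called. Its CPM were 3.23, 1.67 and 3.13 in the control IgG rats 1, 2 and 3, and 54.5, 3.88 and 54.0 in the rAQP4 IgG rats 1, 2 and 3. Other genes of sensory neurons were high in the same rats 1 and 3.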

Among the differentially expressed genes, several ATP receptors including *P2rx4*, were elevated in rAQP4 IgG–treated rats, (fold change = 2.154, *p*-value = 0.0194). 

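P2rx7, the other ATP-gated channel gene the study follows, had 15.8 ± 2.88 CPM in control IgG–treated rats and 14.2 ± 4.90 CPM in rAQP4 IgG–treated rats (SD, n = 3 each). The log2 fold change was -0.19 with a standard error of 0.25, and the adjusted p from limma-voom was 0.945. The counts were 161, 173 and 120 in the control group and 134, 184 and 91 in the rAQP4 IgG group, so the ranges of the groups overlapped.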

*P2rx7* was not significantly elevated in rAQP4 IgG–treated rats (fold change = 1.304, *p*-value = 0.0608) (Fig. 4B). Gene Ontology (GO) enrichment analysis revealed that the genes involved in Toll-like receptor signaling, chemokine signaling, IL-5 signaling, and complement cascades, all of which play important roles in human NMOSD pathology, were highly enriched in rAQP4 IgG–treated rats (Fig. 4C). Furthermore, a network analysis of known and putative protein–protein interactions in the NMOSD model revealed that the upregulated genes are connected, and that some of them are hub genes, e.g., *IL1B*, which is a core downstream molecule in pain hypersensitivity induced by peripheral nerve injury and highly expressed in early active inflammatory lesions in NMOSD patients [17] (Fig. 4D). Moreover, the fold change of *IL1B* was one of the highest among the genes which were upregulated in our model (fold change = 37.604, *p*-value = 0.0117) (Table. 

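Gene families standing for these pathways were listed by gene symbol, since the WikiPathways terms were not used here. Of 54 chemokine and chemokine receptor genes, 31 passed the filter, and their median log2 fold change was -0.083. The 22 Toll-like receptor and adaptor genes tested had a median of 0.0085, and the 30 complement genes tested a median of -0.083. Of the interleukin-5 genes only Csf2rb, the beta chain shared by its receptor, passed the filter (log2 fold change -0.46). With 0 upregulated DEGs, Fisher's exact test against all genes tested had nothing to count in any family (adjusted p = 1 for each). The competitive gene set test camera, which uses all genes tested, gave the direction down for all 4 families, with adjusted p values from 0.153 for chemokines to 0.648 for Toll-like receptors and for complement. Camera gives every set a direction, and no adjusted p was below 0.1, so these directions show no shared decrease. For interleukin-5 the set was Csf2rb alone, which cannot stand for a pathway. With library size alone as the scaling, the median of the Toll-like receptor genes was 0.052 and the chemokine and complement medians stayed below 0. The Toll-like receptor median was below 0 without control IgG rat 3 (-0.077), rAQP4 IgG rat 1 (-0.050) or rAQP4 IgG rat 2 (-0.013), and the complement median was above 0 without rAQP4 IgG rat 3 (0.026).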

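The interaction network itself was not rebuilt, since the STRING database was not used here. Il1b, which encodes the cytokine IL-1β, had 7, 16 and 18 counts in the control IgG–treated rats 1, 2 and 3, and 14, 2 and 12 counts in the rAQP4 IgG–treated rats 1, 2 and 3. This corresponds to 1.42 ± 0.611 CPM and 0.971 ± 0.667 CPM (SD, n = 3 each). The paper started from the genes it called upregulated, joined them by known and putative protein interactions, and names Il1b a hub of the events that follow antibody injection (Fig. 4D).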

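The fitted log2 fold change of Il1b was -0.77 (standard error 0.66, adjusted p = 0.931 by limma-voom). Ordered from the largest fold change down, it ranked 12641 among the genes tested, and a rank among upregulated DEGs has no value here. Of the 631 genes in Table S1, 604 passed the filter. Their median log2 fold change was -0.22, with quartiles of -0.45 and -0.0090. With each rat left out in turn, the median ran from -0.30 (without rAQP4 IgG rat 1) to -0.14 (without rAQP4 IgG rat 3). Of these genes 144 were above 0 and 460 below 0, and 0 were called higher. Cxcl2, which heads Table S1, had 1, 0 and 3 counts in the control IgG group and 1, 2 and 1 counts in the rAQP4 IgG group.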

S1). The elevation of *IL1B* expression was also confirmed by quantitative polymerase chain reaction analysis (Fig. 4E). 

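Nos2, the gene of iNOS, had 2, 0 and 0 counts in the control IgG–treated rats and 0, 1 and 1 in the rAQP4 IgG–treated rats, at or under the floor of 3 counts in every library, so that no fold change was computed. Irf5, which encodes a transcription factor of microglia, had 22.0 ± 2.64 CPM under control IgG and 19.8 ± 2.10 CPM under rAQP4 IgG (SD, n = 3 each; log2 fold change -0.15, standard error 0.14, adjusted p = 0.939 by limma-voom). Irf8, a related factor, had 13.2 ± 1.98 CPM and 7.79 ± 2.16 CPM (SD, n = 3 each; log2 fold change -0.78, standard error 0.21, adjusted p = 0.636 by limma-voom). Every rAQP4 IgG–treated rat had less Irf8 than every control rat (exact permutation test, p = 0.1).

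**Figure D1:**
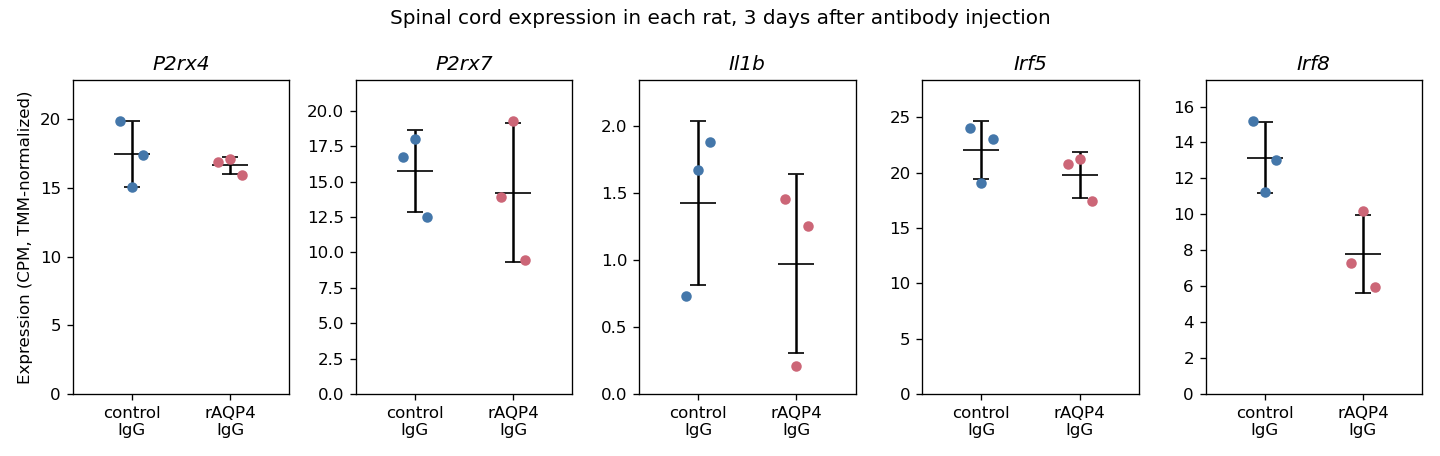
Expression of P2rx4, P2rx7, Il1b, Irf5 and Irf8 in CPM (vertical axis, from 0 in each panel) in the control IgG and rAQP4 IgG groups. Each point is a rat, the horizontal bar is the mean and the error bar is the SD of 3 rats. The groups overlap for each gene except Irf8, where the rAQP4 IgG rats lie between 5.94 and 10.2 CPM and the control rats between 11.2 and 15.2 CPM.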

Additionally, gene expression of *iNOS* (fold change = 71.894, *p*-value = 0.00459), *IRF5* (fold change = 1.909, *p*-value = 0.011), and *IRF8* (fold change = 2.695, *p*-value = 0.00260) were also elevated in rAQP4 IgG–treated rats.

**Fig. 4:**
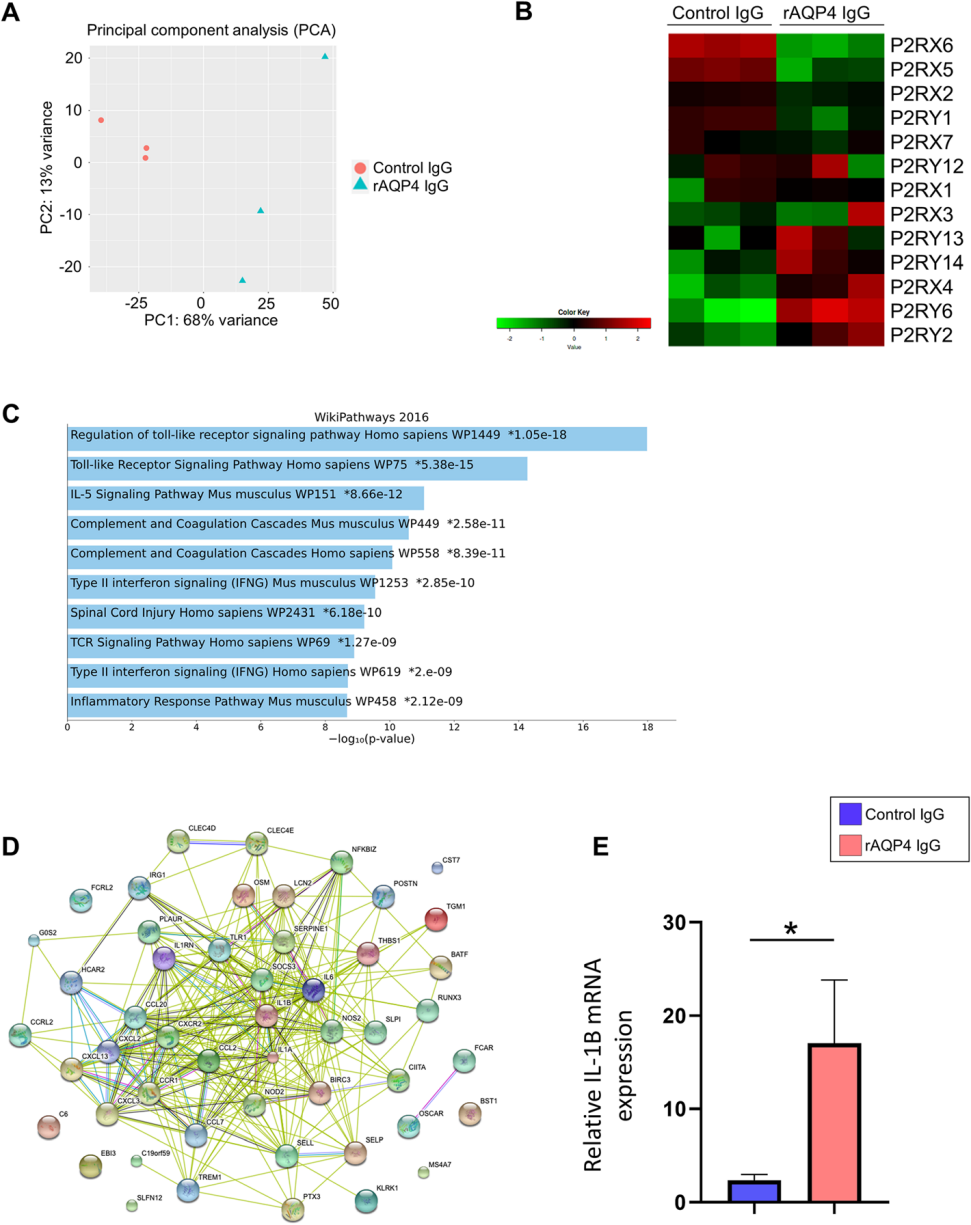
Transcriptome profiling of the NMOSD pain model reveals IL-1β is a hub of molecular events. **A** PCA of transcriptome data obtained from spinal cords of rats receiving either control IgG or rAQP4 IgG. **B** Heat map representing expression levels of purinergic receptors. **C** Gene set enrichment analysis of genes upregulated in the spinal cord in the NMOSD pain model. The bar chart shows the top 10 enriched terms in WikiPathways 2016, along with their corresponding *p*-values. Colored bars correspond to terms with significant *p*-values. An asterisk next to a *p*-value indicates the term also has a significant adjusted *p*-value. **D** The protein–protein interaction network of the top 50 upregulated differentially expressed genes in spinal cords of rats receiving rAQP4 IgG, ranked by fold change. The graph was generated using the STRING database. The nodes represent differential genes and the number of edges reflects known protein–protein associations. Differently colored edges indicate different types of evidence used in predicting interactions. Red line indicates the presence of fusion evidence. Green line indicates neighborhood evidence. Blue line indicates cooccurrence evidence. Purple line indicates experimental evidence. Yellow line indicates textmining evidence. Light blue line indicates database evidence. Black line indicates coexpression evidence. **E** Gene expression of *IL1B* in rat spinal cord of either rAQP4 IgG or control IgG–treated group. Data are expressed as means ± SEM, and were analyzed by Student’s *t*-test and *P < 0.05

### Elevation of CSF ATP level is a unique feature of patients with NMOSD

To determine whether concentration is specifically elevated in cerebrospinal fluid (CSF) of NMOSD patients, we assessed the ATP level in the CSF of patients with NMOSD, multiple sclerosis (MS), or other neurological diseases (ONDs). CSF ATP levels were significantly higher in patients with NMOSD than in those with MS, in both the acute and remission phases. Similarly, CSF ATP levels were significantly higher in NMOSD patients than in OND patients. These results suggest that elevation of CSF ATP levels is a unique feature of patients with NMOSD (Fig. 5). We also measured IL-1β and IL-6 in CSF derived from NMOSD patients. However, both IL-1β and IL-6 concentration level were under the detection levels in majority of patients with NMOSD and MS (Fig S5).

**Fig. 5:**
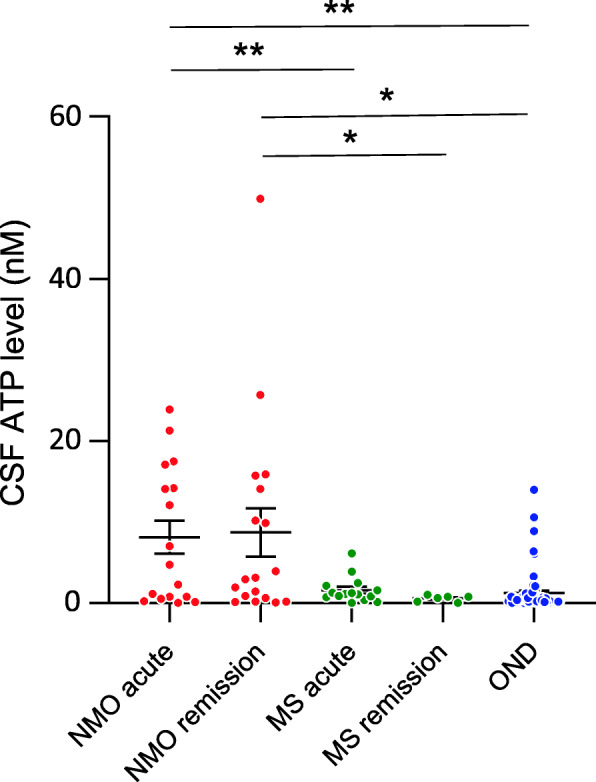
Elevation of CSF ATP in patients with NMOSD. CSF ATP levels among patients with NMOSD in acute or remission phase, MS in acute or remission phase, or other neurological diseases (OND). Data are expressed as means ± SEM and were analyzed by Welch’s *T* test. *P < 0.05 and **P < 0.01

## Discussion

In this study, we showed that AQP4-Ab mediates extracellular ATP release from astrocytes and that pharmacological inhibition of P2XR reverses mechanical allodynia in the rAQP4 IgG–treated rats. This is in line with the previous report which showed intrathecal administration of ATP produced mechanical allodynia, and co-administration of purigernic receptor antagonist completely prevented the induction of pain [18]. Furthermore, we found that the CSF ATP concentration was significantly higher in the acute and remission phase of NMOSD than in MS and other neurological disorders. Transcriptome analysis revealed elevated *IL1B* expression in rAQP4 IgG–treated rat spinal cord. IL-1β is known to be a downstream inflammatory cytokine produced by microglia via ATP-mediated signaling cascade and is reported to induce peripheral neuropathic pain [9].

Rodent models of peripheral neuropathic pain, like spared nerve injury (SNI), are well established in the pain research field [19]. However, few studies have developed pain models for inflammatory diseases of the CNS. Hillebrand et al. reported pain symptoms in a NMOSD animal model, which was established by intraperitoneally injecting monoclonal AQP4 specific antibody [4]. However, there were no previous reports that showed detailed mechanism of NMOSD pain development. We previously reported an NMOSD rat model generated by intraperitoneal injection of IgG derived from NMOSD patients [7]. Although these rats exhibited pathological changes characteristic to NMOSD patients, due to their severe clinical symptoms they were not suitable for accurately assessing the pain symptoms of NMOSD. Therefore, in this study, we chose to perform intraspinal injection of patient-derived monoclonal AQP4-Ab [12] so that lesion formation was restricted and the rats were spared from lower limb immobilization. As an experimental control, we prepared control IgG–treated rats following exactly the same surgical procedure as rAQP4 IgG–treated group. The injection sites of both rAQP4 antibody-treated and control IgG–treated groups were accompanied by injurious pathological changes. However, larger lesion formation was confirmed in rAQP4 antibody-treated group in certain sections, supporting the pathogenic effect of rAQP4 antibody. Whether the astrogliosis observed in our study represent the mechanically induced injurious pathological changes, or the chronological alteration as recently reported in NMOSD pathology remains to be elucidated in a future study [20]. These control IgG–treated rats also served as the control to examine the effect of surgical injury on the development of neuropathic pain.

In an animal model of peripheral neuropathic pain, SNI procedure is usually applied at either one of the bilateral nerves, inducing neuropathic pain only at ipsilateral hindpaw [19]. In this study, based on the fact that lesions of human NMOSD typically involve the central spinal cord [21], we injected rAQP4–IgG at midline portion of spinal cords and the rats developed mechanical allodynia at bilateral hindpaws. In peripheral neuropathic pain model, it is reported that different immune cells mediate mechanical hypersensitivity in male and female mice. And microglia are not required for mechanical pain in female mouse [22]. Clinically, about 80% of NMOSD patients are female, so we used female rats in this study [23]. The rAQP4 IgG–treated rats presented mechanical pain, but pain related to NMOSD patients is not limited to mechanical allodynia. Spontaneous painful sensations are also common in NMOSD. Thus, it would be more informative to establish a NMOSD pain animal model which represents the full spectrum of pain symptoms in future studies. In our study, injection of AQP4-Ab was performed at T10 vertebral level of spinal cord (L1-2 spinal cord level), which is a little distant from L4-5 spinal cord where the nociceptive signals from hind paws enter. These apparently discrepant phenomena can be explained by the previous observation that thoracic tissue damage can propagate to activate L4-5 spine microglia and induce pain symptoms [24]. Transcriptome analysis of spinal cords or rAQP4 IgG–treated rats revealed elevation of gene sets associated with NMOSD pathology, including chemokine signaling, IL-5 signaling, and complement cascades. 

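Among the chemokine and chemokine receptor genes that passed the filter, 14 had a log2 fold change above 0 and 17 below 0, and 21 of the family's genes in the files had at most 3 counts in every rat. The smallest adjusted p in the family was 0.636. Complement genes were above 0 in 12 and below 0 in 18 cases, with a smallest adjusted p of 0.724. Complement C3 had 193 ± 19.3 CPM in control IgG–treated rats and 213 ± 46.2 CPM in rAQP4 IgG–treated rats (SD, n = 3 each). Csf2rb had 7.46 ± 1.65 CPM and 5.63 ± 2.16 CPM (SD, n = 3 each). Il5 itself had at most 1 count in any rat.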

AQP4-Abs attract granulocytes to lesion sites via chemokine signaling, and IL-5 promotes further tissue injury by activating eosinophils [25]. AQP4-Abs also induce complement-dependent cellular cytotoxicity [26]. These results confirmed that rAQP4 IgG–treated rat spinal cord reflects the characteristics of human NMOSD pathogenesis based on gene expression pattern.

CSF levels of HMGB1, a DAMP, are higher in NMOSD patients than in MS and ONDs patients [27]. In addition, the mtDNA level is specifically elevated in NMOSD CSF [8]. Cellular stress and necrosis are thought to be major contributors to DAMPs release. Thus, the higher CSF DAMPs levels in NMOSD presumably reflect the destructive nature of NMOSD pathology, which is mediated by AQP4-Ab–dependent astrocyte damage. We found that AQP4-Ab mediates extracellular ATP release from HEK293 cells expressing AQP4. ATP is an essential energy source for cells, but recent studies have revealed that it also acts as a DAMP and further influences cellular migration and pain induction. In peripheral neuropathy models, injured neurons release ATP in the dorsal horn of the spinal cord [28], which is detected by purinergic receptors expressed by microglia, thereby inducing pain. In another model, *C. albicans*–derived β-glucan promotes ATP release from keratinocytes and also elicits pain symptoms [29]. CSF level of ATP was higher in NMOSD patients than those of MS and ONDs patients. Therefore, we speculated that ATP released from dying astrocytes following complement-dependent necrosis functions as a chemical mediator to modulate NMOSD neuropathic pain. There was no correlation between visual analog scale (VAS) score and CSF ATP level among NMOSD patients in our cohort (data not shown). This might be reflecting the fact that the lesion location was variable among the NMOSD patients in our cohort, thus not necessarily involving the spinal cord lesions which are responsible for the development of pain symptoms in NMOSD [21]. It will be interesting to examine the correlation of VAS score and CSF ATP level in a larger cohort in future studies.

In this study, TNP-ATP, a P2RX4 antagonist, attenuated mechanical allodynia in the rAQP4 IgG–treated rats. Multiple reports have highlighted the importance of purinergic signaling and microglial activation in the pathogenesis of peripheral neuropathic pain. Nerve injury induces upregulation of transcriptional factors of IRF8 and IRF5, along with the purinergic receptor P2RX4, exclusively in spinal cord microglia [30, 31]. Furthermore, nerve injury–induced allodynia is abolished in *P2rx4*-knockout mice, and intrathecal injection of P2RX4-stimulated microglia can cause allodynia [32]. In addition, nerve injury induces upregulation of *P2rx7* in spinal cord microglia [33]. Interestingly, P2RX7 and P2RX4 form functional interactions through their physical association [34, 35]. Activation of P2RX4 and P2RX7 leads to microglial activation via p38 phosphorylation; increases the synthesis and release of various chemical mediators such as TNF-α, IL-1β, IL-6, BDNF, and PGE2; and facilitates the development of neuropathic pain [36]. 

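Over 14 other ways of processing the counts, which include leaving out each rat in turn, the log2 fold change of P2rx4 stayed between -0.16 and 0.039, and it was above 0 only without control IgG rat 1. For P2rx7 the same settings gave values from -0.43 to 0.072, above 0 only without rAQP4 IgG rat 3. The smallest adjusted p over these settings from limma was 0.918 for P2rx4 and 0.710 for P2rx7.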

In our rAQP4 IgG–treated rat spinal cord, the expression of *P2rx4*, but not *P2rx7,* was significantly elevated in rAQP4 IgG–treated rats. Moreover, the expression of *IL1B* was one of the highest in all the genes analyzed. 

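By mean CPM, Il1b ranked 11935 among the genes tested in the rAQP4 IgG–treated rats, where rank 1 is the highest level. Across the other ways of processing the counts, its log2 fold change ran from -1.24 to 0.030. It was above 0 only without rAQP4 IgG rat 2, and its rank by fold change was then 5291.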

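Il6 had 0, 1 and 1 counts in the control IgG–treated rats and 2, 0 and 2 in the rAQP4 IgG–treated rats, too few for a difference to be detectable at this depth. Bdnf had 6.32 ± 1.03 CPM in the control group and 6.43 ± 0.891 CPM in the rAQP4 IgG group (SD, n = 3 each; log2 fold change 0.028, standard error 0.19, adjusted p = 0.989 by limma-voom).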

The expression of *IL-6* was also elevated and that of *BDNF* was not elevated (data not shown).

Notably in regard to the role of IL-1β in pain development, P2RX4 regulates P2RX7-dependent IL-1β release [37]. Additionally, microglia are suggested to be the major source of IL-1β in NMOSD pathology [17]. In line with these observations, in this study we revealed that IL-1β constitutes one of the hubs of molecular events occurring in NMOSD rat models by transcriptome analysis. IL-1β acts on neurons to increase glutamate release [38]; in addition, *Il1r1*-knockout mice do not develop acute pain in a paclitaxel-induced model [39]. Therefore, it could be speculated that IL-1β secretion also plays key roles in NMOSD neuropathic pain.

One limitation of our study is that our rAQP4 IgG–treated rat presented pain only at the acute phase of the disease. Clinically, pain of NMOSD patients is most prominent in the chronic phase of the disease [2]. Thus, it would be important to establish the model which more precisely recapitulates the clinical pain syndrome of NMOSD in future studies. Moreover, it would be nice to show the elevation of ATP contents in CSF or spinal cords of rAQP4 IgG–treated rats. In this regard, we collected the CSF sample of our rat models from the cisterna magna. However, blood contamination due to the hemorrhage caused by laminectomy while preparing the injection model was unavoidable. Thus, the comparison of ATP released into the CSF was not able to be compared between the two groups, confounded by the artificial contamination of blood contents (data not shown). This issue is also a limitation of this research.

## Conclusion

We showed that AQP4-Ab promotes extracellular ATP release from astrocytes, and ATP-mediated neuropathic pain was suggested in NMOSD rat model. Our results indicate the critical role of ATP in the pathogenesis of AQP4-Ab–mediated pain development.

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Recombinant AQP4 IgG binds to rat primary astrocytes with target antigen confirmed to be AQP4 by an adsorption assay.

**Additional file 2: Supplementary Figure 2.** Thermal allodynia was not induced by recombinant AQP4 IgG.

**Additional file 3: Supplementary Figure 3.** Intraspinal injection of anti-AQP4 antibody positive NMOSD serum induces mechanical allodynia.

**Additional file 4: Supplementary Figure 4.** The ATP release from HEK-AQP4 with rAQP4 IgG was cancelled by heat deactivation of human serum.

**Additional file 5: Supplementary Figure 5.** IL-1β and IL-6 concentration of CSF derived from NMOSD patients were not elevated.

**Additional file 6: Supplementary Table 1.** Gene list of Fold change>2.0 and P-Value<0.05

## Data Availability

The data that support the findings of this study are available from corresponding author on reasonable request.

## Abbreviations

AQP4-Ab: Anti-AQP4 recombinant autoantibodies
DAMPs: Damage-associated molecular patterns
HMGB1: High mobility group box-1
DEG: Differentially expressed gene
HEK293: Human Embryonic Kidney cells 293
HEK-AQP4: HEK293 cells expressing AQP4
MS: Multiple sclerosis
NMOSD: Neuromyelitis optica spectrum disorder
OND: Other neurological disease
PCA: Principal component analysis
rAQP4 IgG: Recombinant monoclonal AQP4 antibody
VAS: Visual analog scale

# Supplementary material for: Anti-AQP4 autoantibodies promote ATP release from astrocytes and induce mechanical pain in rats
**Source:** J Neuroinflammation. 2021 Aug 21;18:181. doi: 10.1186/s12974-021-02232-w
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1. Recombinant AQP4 IgG binds to rat primary astrocytes with target antigen confirmed to be AQP4 by an adsorption assay.

**
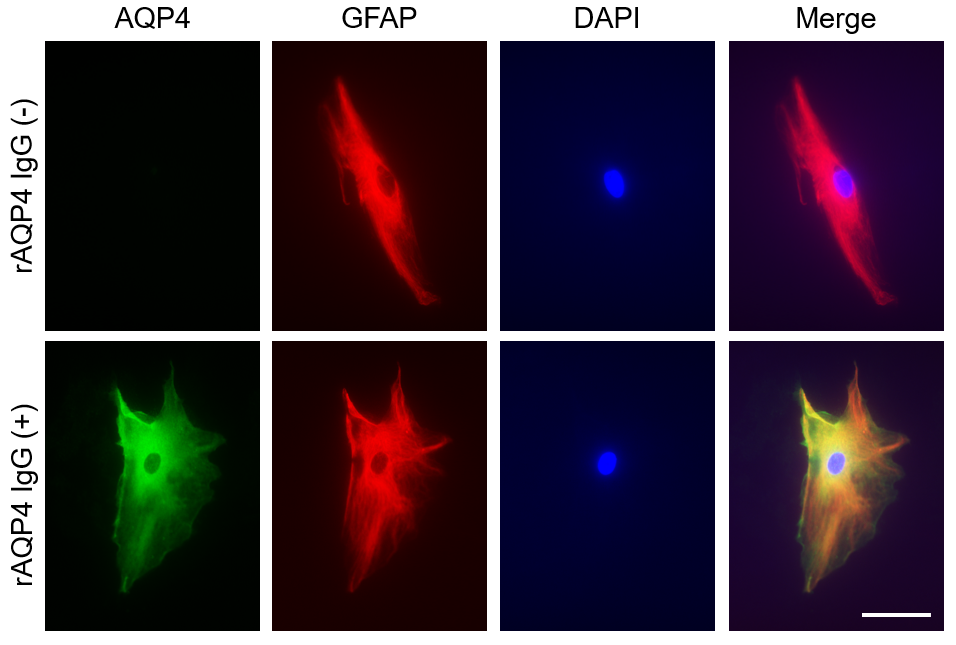
**

**A**

**
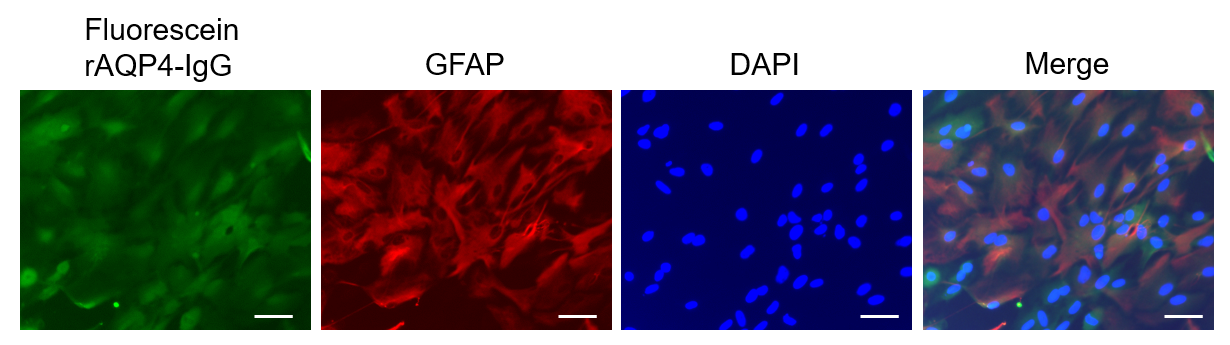
**

**B**

**C**

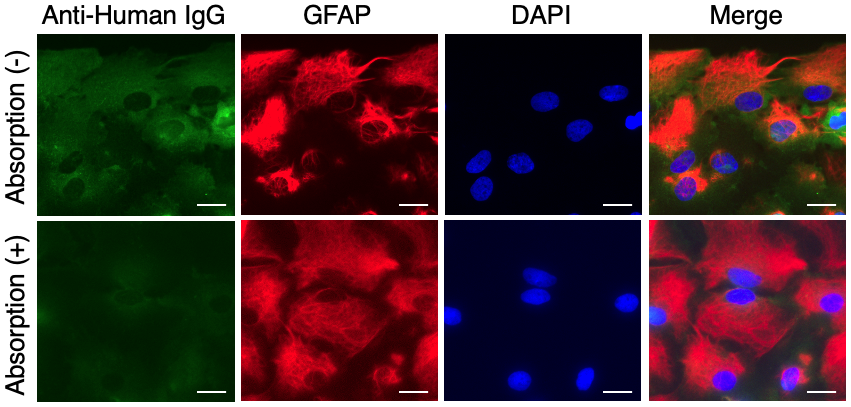

**Supplementary Figure 1**

**Recombinant AQP4 IgG binds to rat primary astrocytes with target antigen confirmed to be AQP4 by an adsorption assay.**

(A) Rat primary astrocytes were fixed in 4% paraformaldehyde for 15 min. After incubation with 1% BSA in PBS for 30 minutes at room temperature, rat astrocytes were incubated with or without recombinant AQP4 IgG (1:50) overnight at 4℃. Rat astrocytes were incubated with goat anti-human IgG FITC (1:50; Abcam, Cambridge, UK) for 30 minutes at room temperature. Subsequently rat astrocytes were incubated with GFAP mouse monoclonal antibody (Alexa Fluor 594 Conjugate) (1:50; Cell Signaling Technology, Beverly, MA, USA) for 30 minutes at room temperature. Scale bar = 25 µm.

(B) Recombinant AQP4 IgG was directly labelled by the Fluorescein Labeling Kit-NH2 (Dojindo, Kumamoto, Japan). Rat primary astrocytes were fixed in 4% paraformaldehyde for 15 min. After incubation with 1% BSA in PBS for 30 minutes at room temperature, rat astrocytes were incubated with rAQP4 IgG labelled by the fluorescein overnight at 4℃. Rat astrocytes were subsequently incubated with anti-GFAP mouse monoclonal antibody (Alexa Fluor 594 Conjugate) (1:50; Cell Signaling Technology, Beverly, MA, USA) for 30 minutes at room temperature. Scale bar = 25 µm.

(C) Absorption of rAQP4 IgG with AQP4 transfected HEK293 cells (HEK-AQP4). The rAQP4 IgG were diluted with 0.2% BSA-PBS to a final concentration of 0.2mg/ml IgG and added to HEK-AQP4 or HEK293 cells. After an overnight incubation, rAQP4 IgG were collected from each condition, thus generating the samples with or without AQP4 absorption. Rat primary astrocytes were fixed in 4% paraformaldehyde for 15 min. After incubation with 1% BSA in PBS for 30 minutes at room temperature, rat astrocytes were incubated with rAQP4 IgG with or without absorption overnight at 4℃. Rat astrocytes were subsequently incubated with goat anti-human IgG FITC (1:50; Abcam, Cambridge, UK) for 30 minutes at room temperature. Rat astrocytes were then incubated with anti-GFAP mouse monoclonal antibody (Alexa Fluor 594 Conjugate) (1:50; Cell Signaling Technology, Beverly, MA, USA) for 30 minutes at room temperature. Scale bar = 10 µm

# Supplementary material for: Anti-AQP4 autoantibodies promote ATP release from astrocytes and induce mechanical pain in rats
**Source:** J Neuroinflammation. 2021 Aug 21;18:181. doi: 10.1186/s12974-021-02232-w
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figure 2. Thermal allodynia was not induced by recombinant AQP4 IgG.

**
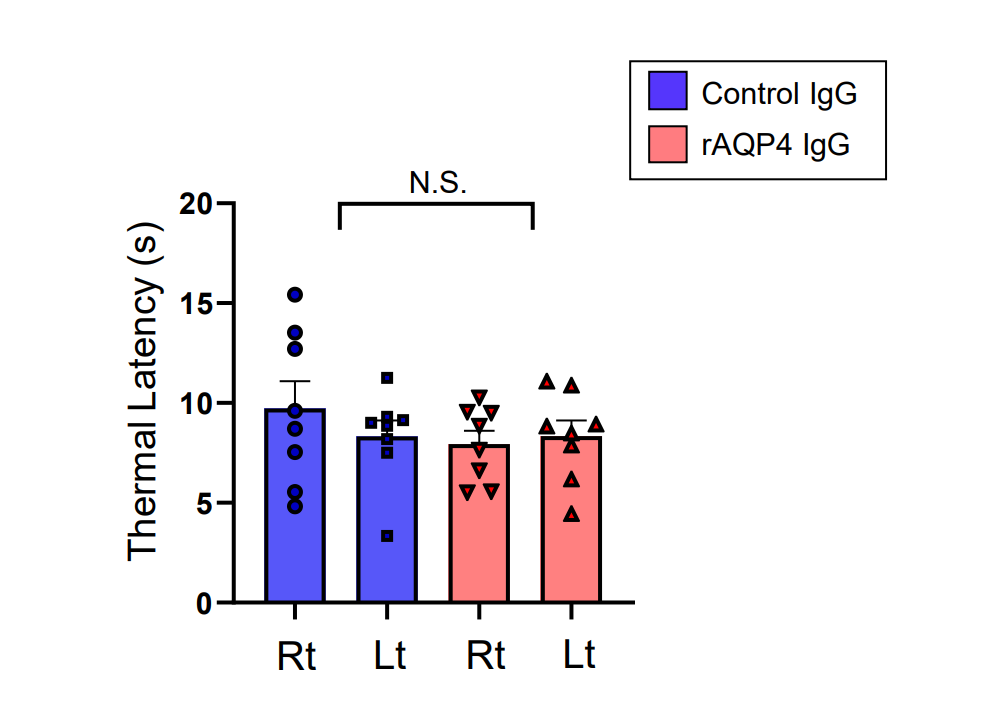
**

**Supplementary Figure 2**

**Thermal allodynia was not induced by recombinant AQP4 IgG.**

Heat hyperalgesia was assessed using a Hargreaves radiant heat apparatus (Ugo Basile, Gemonio, Italy). The heat source, a mobile infrared photobeam, was positioned under the plantar surface of the hind paw. The intensity of the heat stimulus was adjusted to 50, and the cutoff was set to 20 s. Thresholds of thermal allodynia were assessed 3 days after intraspinal injection of either control IgG (n = 8) or recombinant aquaporin-4 antibody (rAQP4 IgG) (n = 8) with normal human serum containing complement. Data are expressed as means ± SEM, and were analyzed by one-way repeated measures ANOVA with one within-subjects factor [the same rat’s paired right (Rt) and left (Lt) data]. N.S., not significant.

# Supplementary material for: Anti-AQP4 autoantibodies promote ATP release from astrocytes and induce mechanical pain in rats
**Source:** J Neuroinflammation. 2021 Aug 21;18:181. doi: 10.1186/s12974-021-02232-w
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Figure 3. Intraspinal injection of anti-AQP4 antibody positive NMOSD serum induces mechanical allodynia.

**
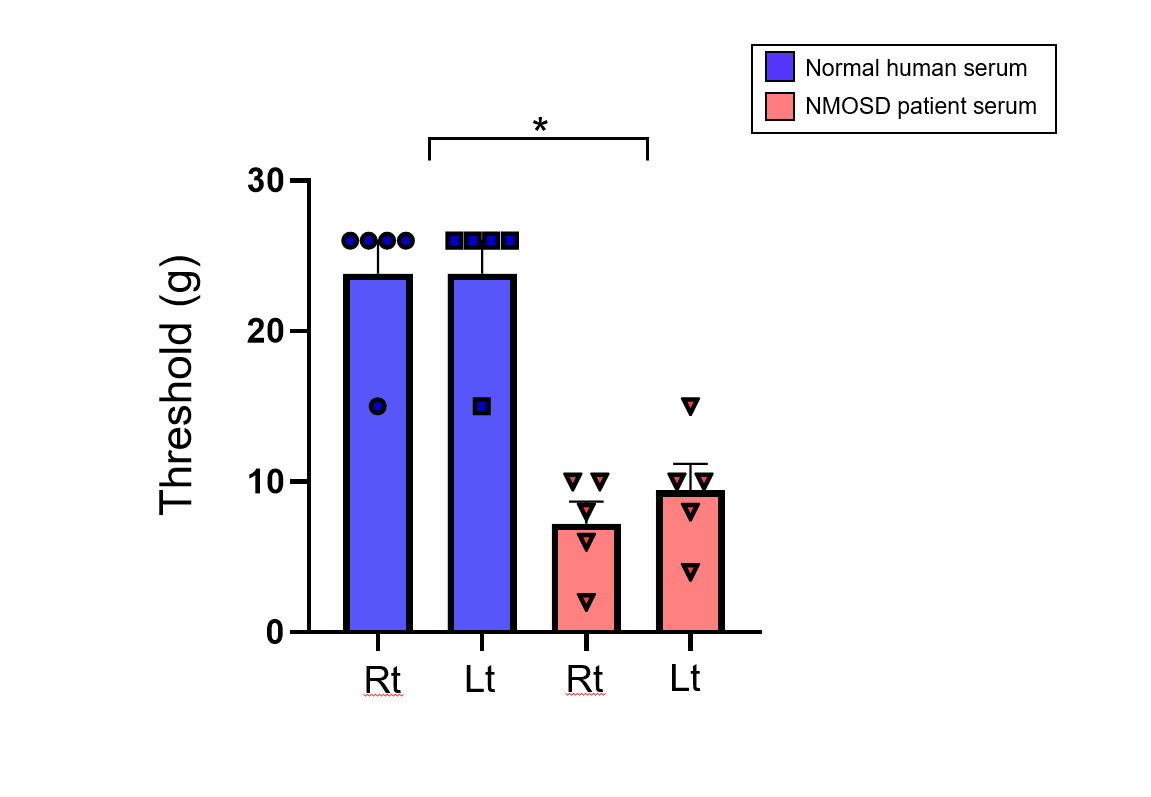
**

**Supplementary Figure 3**

**Intraspinal injection of anti-AQP4 antibody positive NMOSD serum** **induces mechanical allodynia.**

Thresholds of mechanical allodynia assessed 3 days after intraspinal injection of either 3μl of normal human serum (n = 5) or anti-AQP4 antibody positive NMOSD patient serum (n = 5). Data are expressed as means ± SEM, and were analyzed by one-way repeated measures ANOVA with one within-subjects factor [the same rat’s paired right (Rt) and left (Lt) data]. * P < 0.05

# Supplementary material for: Anti-AQP4 autoantibodies promote ATP release from astrocytes and induce mechanical pain in rats
**Source:** J Neuroinflammation. 2021 Aug 21;18:181. doi: 10.1186/s12974-021-02232-w
**Supplement:** Supplementary file 4 — Additional file 4: Supplementary Figure 4. The ATP release from HEK-AQP4 with rAQP4 IgG was cancelled by heat deactivation of human serum.

**
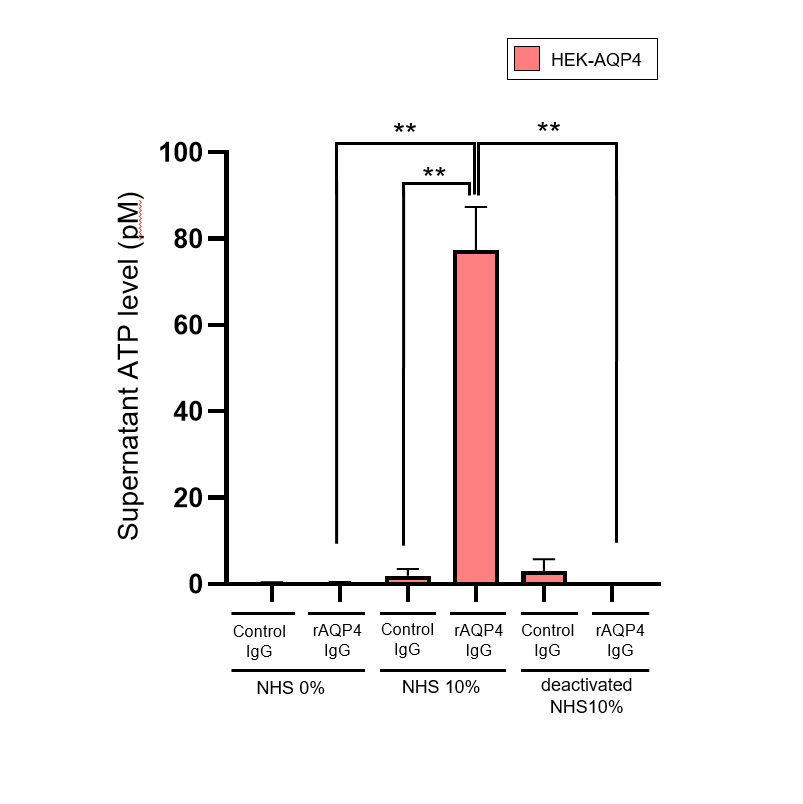
**

**Supplementary Figure 4**

**The ATP release from HEK-AQP4 with rAQP4 IgG was cancelled by heat deactivation of human serum.**

The extracellular ATP level in culture medium was lower in rAQP4 IgG with 10% heat deactivated human serum group than in rAQP4 IgG with 10% non-deactivated human serum group. The deactivated human serum was transferred to fresh siliconized tubes and immersed in a 56°C water bath for 30 min before experiment. Data are expressed as means ± SEM, and were analyzed by factorial ANOVA with three between-subjects factors [Deactivation: deactivation and non-deactivation, Group: rAQP4 and control, IgG level: 0% and 10%]. The main effects of Deactivation (P<0.001), Group (P<0.001) and IgG (P<0.001) and the interactions of Deactivation times Group (P<0.001) and Deactivation times IgG (P<0.001) were statistically significant. For the visualization, the asterisks indicate three two-group comparisons, **P < 0.01.

# Supplementary material for: Anti-AQP4 autoantibodies promote ATP release from astrocytes and induce mechanical pain in rats
**Source:** J Neuroinflammation. 2021 Aug 21;18:181. doi: 10.1186/s12974-021-02232-w
**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Figure 5. IL-1β and IL-6 concentration of CSF derived from NMOSD patients were not elevated.

**
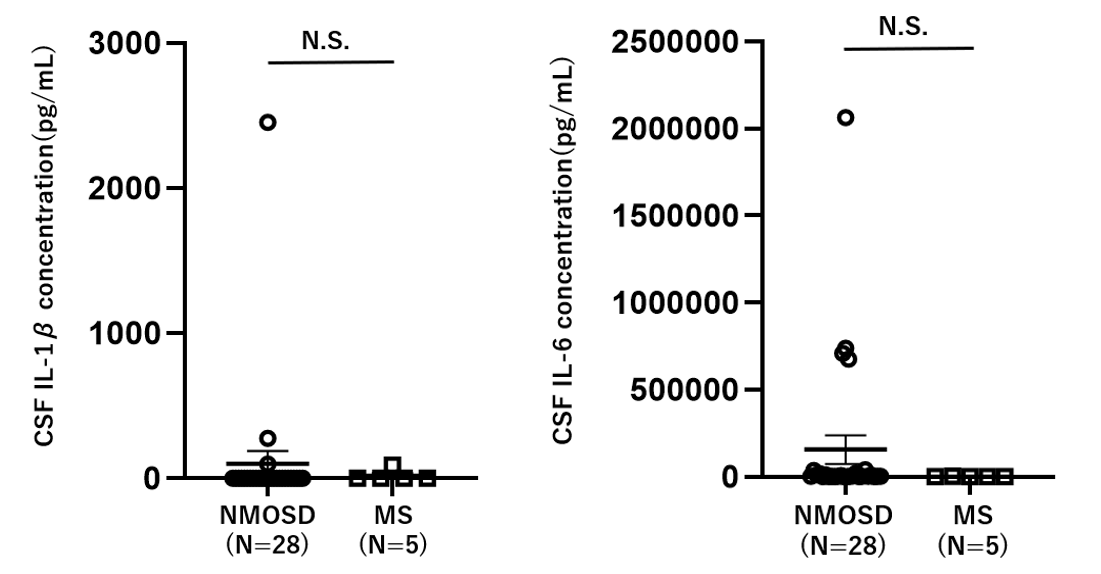
**

**Supplementary Figure 5**

**IL-1β and IL-6 concentration of CSF derived from NMOSD patients were not elevated.**

IL-1β and IL-6 concentration of CSF derived from NMOSD and MS patients were analyzed using BD™ Cytometric Bead Array assays (BD-bioscience, San Jose, CA, USA). Data are expressed as means ± SEM, and were analyzed by Student’s t-test. N.S., not significant.

How the deposited data were processed for this re-analysis (not part of the article)

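Spinal cord RNA of 3 control IgG–treated and 3 rAQP4 IgG–treated rats, taken on day 3, was analysed. The authors aligned 75-bp single-end reads to rn6 with TopHat and Bowtie2, obtained raw counts per gene with Cufflinks and deposited 1 count table per rat with 17312 rows. The deposited counts are whole numbers in which the larger values are written with a comma as separator, from 1918 to 1989 values per rat. The commas were removed and nothing else was changed. The symbols of 26 rows are dates (24 of these rows were tested), and these genes are not named. The authors' own calls came from iDEP with a 0.5 CPM filter and DESeq2.

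The quasi-likelihood test of edgeR had been set as the main test before the data were examined, and it was not used. Because of the commas, a check of the files' units did not read the values as counts, and the tests reserved for files that pass it as counts were not run. Instead of them, limma-voom, which had been listed as an alternative, became the main test, and this was decided after counts of several genes had been seen. Trial fits with limma-voom and the 10 splits of the rats had also been run before the final code was written. DESeq2, the fits of edgeR, its robust fit and the variance-stabilizing transformation were not run.

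R 4.3.3 and limma 3.58.1 were used. TMM factors were computed with trims of 0.3 for log ratios and 0.05 for mean level. Genes with at least 0.5 CPM in at least 1 library were tested (12868 genes), with Benjamini-Hochberg adjustment. A DEG had an adjusted p below 0.1 and a fold change above 2. Principal components and marker scores used log2 CPM with a prior count of 4, which lowers the fold changes of genes with few counts. Single values were compared by an exact two-sided permutation test, whose smallest p is 0.1 for 3 rats against 3. Gene families and cell-type markers had been listed before the data were examined and were tested with Fisher's exact test, with camera, or as mean scores. The genes named are those the paper names as measured by RNA sequencing, the receptors of Fig. 4B, Aqp4, Gfap, DEGs with the largest changes that separate the groups, and members of those lists; others are marked where they appear.

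Total counts ran from 9308238 to 10310914 per rat. All pairs of rats differed by more than sampling noise, so no library was counted as a copy of another. The labels number the rats of each group 1 to 3; the rats are different animals. The code was tested on simulated counts made from the real means and totals with 200 changed genes. With a dispersion for each gene resampled from genes of similar mean, 38% of genes changed 2-fold and 98.0% of genes changed 8-fold were called. With a single dispersion for all genes, the share at 2-fold was 40%. The simulation with a dispersion per gene was added after an earlier run with a single dispersion had been seen. Other normalizations, filters, thresholds, spread estimates and samples left out were tried, as given in the closing section. The reference annotation supplied is of another rat assembly than rn6, so no coordinates are given. WikiPathways and STRING were not used here.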

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

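The test in this part, and the list of genes behind it, were chosen only after the values had been seen. A signal appears in genes the paper does not discuss, those of peripheral sensory neurons. The mean log2 CPM of 12 such genes, among them Scn10a, Scn11a, Avil and Trpa1, was 1.40, 1.45 and 1.46 in the control IgG rats 1, 2 and 3, and 4.04, 1.50 and 4.12 in the rAQP4 IgG rats 1, 2 and 3. The difference of the group means was 1.78 (exact permutation test, p = 0.1, the smallest possible), but rAQP4 IgG rat 2 lay within 0.1 of the controls. Avil, for example, had 12, 19 and 10 counts in the control rats and 518, 18 and 520 in the rAQP4 IgG rats.

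A candidate explanation is that sensory neuron tissue, such as dorsal root or ganglion, was included in some dissected pieces; another is a response to the antibody in those rats. With the score in the fit, the log2 fold change of P2rx3 fell from 3.12 (standard error 1.45) to 0.52 (standard error 0.42), which is above its standard error, the limit set for calling it explained. Because the genes were picked for this pattern, the test cannot decide between the explanations, and the pattern cannot be told apart from included tissue. Scn11a, Scn10a, Avil and P2rx3 were also among the 5 genes with the largest weight in PC1, with Tyrp1 first.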

How the results depend on the processing

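With 0 genes called in either direction, 802 genes had an unadjusted p under 0.05 by limma. The counts of DEGs stayed at 0 in both directions with median-of-ratios size factors and with library size alone. The same held with no filter beyond 1 count and with a filter of 10 counts in 3 libraries. Chosen after seeing the data, limma-trend, a robust spread estimate and removal of the ribosomal RNA genes also left these counts at 0. They were 0 at an adjusted p under 0.05 and with no fold limit too. The smallest adjusted p of the main fit was 0.236, so these thresholds could give nothing else. Across the fits that each left out one rat, from 0 to 85 genes were called higher, from 0 to 1 lower, from 0 to 1 receptor genes by either adjustment, and from 0 to 4 Table S1 genes; the largest numbers all came without rAQP4 IgG rat 2. Of the 14 sensory neuron genes, 11 were among those called higher there. At an unadjusted p under 0.05 and a fold change over 2, 58 genes were higher and 61 lower, with 1 Table S1 gene higher and 17 lower. With limma-trend and the adjustment over the list alone, 1 receptor gene, P2rx3, was called. Gene families enriched among upregulated DEGs numbered 0 throughout, but Fisher's exact test had genes to count only with the replicate block, without rAQP4 IgG rat 2 and at the unadjusted p, so the other settings show no stability. Camera was run in the setting with 0 DEGs and with the block. Where not stated, the cause was not tested.

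With the rat number as a replicate block, 20 genes were called higher and 8 lower, and 1 receptor gene, P2rx3, by either adjustment (log2 fold change 3.76). Camera's adjusted p values with the block ran from 0.506 to 0.835, all in the direction down, and camera gives every set a direction. Np4, a neutrophil defensin gene named after its values were seen, was among those called lower with the block, and was the gene called lower without rAQP4 IgG rat 2. Same-numbered rats are different animals. The correlations of their deviations from the group means were -0.031, 0.058 and 0.26 for the rats numbered 1, 2 and 3, with a mean of 0.094. The mean for differently numbered rats was -0.049. Deviations within a group sum to 0, which ties these means together, so the latter is no separate comparison value. All 20 genes called higher with the block were also called without rAQP4 IgG rat 2.

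PC1 held 56.6% of the variance with the 500 most variable genes, 39.1% with unit variance, and from 36.2% to 45.8% when one rat was left out; prior counts of 1 and 0.25 and the filter of 10 counts moved it less than these fits differ. The number of genes past the 0.5 CPM filter fell to 11876 when all 6 libraries had to pass.

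Some log2 fold changes changed sign: P2rx4 to 0.039 without control rat 1, P2rx7 to 0.072 without rAQP4 IgG rat 3, Il1b from -0.77 to 0.030 without rAQP4 IgG rat 2, which had 2 counts, so its decrease rests on that rat, P2rx1 to 6.0e-04 without control rat 2, Bdnf to -0.037 and -0.039 without control rats 1 and 2 and to -0.0057 and -0.058 without rAQP4 IgG rats 1 and 3, and P2ry14 to 0.032 with library size alone, 0.13 without control rat 2, and 0.035 and 0.090 without rAQP4 IgG rats 2 and 3. Marker score differences changed sign for monocytes (0.029) and oligodendrocytes (0.017) with the median over markers, for astrocytes (0.0011) and endothelium (0.023) with library size alone, for B cells without rAQP4 IgG rat 2 (0.031), and for endothelium without control rat 1 (0.059) or rAQP4 IgG rat 3 (0.045). Library size alone also raised the median log2 fold change of all genes, from -0.0087 to 0.033, about as far as P2ry14, astrocytes and endothelium moved, so these sign changes reflect the scaling of all genes. Across the fits that each left out one rat, the lowest log2 fold changes were -0.16 for P2rx4, -0.43 for P2rx7, -1.24 for Il1b, -0.54 for P2rx1 and -0.17 for P2ry14, the highest for Bdnf was 0.16, and the lowest marker score differences were -0.42 for B cells and -0.11 for endothelium. Fold changes of P2rx4, P2rx7, Il1b, Irf5 and Irf8 computed as ratios of mean CPM or of geometric means moved by less than the spread between rats. DESeq2, edgeR's fits and the variance-stabilizing transformation were not run, and Il1b has no rank among upregulated DEGs. Il6, Nos2 and Cxcl2 had too few counts for a fold change.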

Differences from the paper's values

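The fold change of P2rx4 was 0.959 against the paper's 2.154, that of Il1b 0.585 against the paper's 37.604, that of Irf5 0.900 against the paper's 1.909 and that of Irf8 0.583 against the paper's 2.695. For receptors in the paper's Table S1, the values were 0.990 for P2ry14 (the paper's 2.054), 0.880 for P2ry6 (the paper's 3.401) and 0.841 for P2ry2 (the paper's 2.258). None of the alternatives set before the data were examined and run here closed any of these gaps. P2rx7 was at 0.877 against the paper's 1.304, on the other side of 1. For Il1b the paper also reports a rise by quantitative PCR (Fig. 4E), a separate assay that these counts cannot test.

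The unadjusted p from limma-voom was 0.665 for P2rx4 against the paper's 0.0194, 0.462 for P2rx7 against the paper's 0.0608, 0.273 for Il1b against the paper's 0.0117 and 0.297 for Irf5 against the paper's 0.011, and no alternative set before the data were examined came within 1.5 times of these. For Irf8 it was 0.00478 against the paper's 0.00260, in the opposite direction of change; with the replicate block it was 0.00381, within 1.5 times of the paper's, and the others of these alternatives were not.

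Genes higher with a fold change over 2 and an unadjusted p under 0.05 numbered 58 against the paper's 631 in Table S1, and from 28 to 187 under the alternatives set before the data were examined. A3galt2 was the only Table S1 gene among those of the main setting, and without rAQP4 IgG rat 2 the Table S1 genes A3galt2, Gda, Serpinb1a and Thbs1 were called higher at an adjusted p below 0.1 by limma; these genes were named after their values were seen. The genes past the filter numbered 12868 against the paper's 12453, and 12421 when 3 libraries had to pass.

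PC1 held 32.4% of the variance, where Fig. 4A shows about 68%, read by eye, and PC2 held 30.3%, where Fig. 4A shows about 13%. With the 500 most variable genes, an alternative set before the data were examined, PC1 held 56.6% and PC2 13.7%, both within 1.5 times of the figure. In that setting the exact permutation p was 0.2 for PC1 and 0.3 for PC2, so the groups overlapped on each. Only the shares came near the figure, not the separation of groups that the paper describes.

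The paper gives a fold change for Nos2; the counts here, 2, 0 and 0 under control IgG and 0, 1 and 1 under rAQP4 IgG, allow none. The paper states that Il6 rose, where the files hold at most 2 counts in any rat. The paper places the groups apart in its principal component analysis, where the PC1 score of rAQP4 IgG rat 2 was -8.19 and the highest control score -10.6. The paper describes Irf8 as raised, and every rAQP4 IgG rat was below every control rat.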

Other observations

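The marker lists and the test of their scores had been set before the data were examined. The other tests in this part were chosen after the results they bear on had been seen. Of the 604 tested genes of the paper's Table S1, 460 were lower in the rAQP4 IgG rats, 27 of them under a fold change of 0.5, and 5 were over 2 (A3galt2, Cd5, Klrk1, Sectm1b and Thbs1, named after their values were seen). Across these genes, which are not independent replicates, the Spearman correlation of the fold change with the paper's was -0.081, and the paper's median log2 fold change for them is 1.43. If a rat had been mislabelled, some division of the 6 rats would bring the genes near that median; over all 62 directed divisions the largest median log2 ratio was 0.25, so exchanging labels among these 6 rats does not bring the paper's values back. Gene names shifted against the values would put spinal cord genes at middling levels, and the median of 32 oligodendrocyte, astrocyte and neuron markers lay at percentile 98.9 of mean CPM. This median does not show that Eno2, a neuron marker, had 0 counts in all 6 rats; the cause of that was not tested. In counts simulated at these depths with 3 rats per group, 91.8% of genes changed 4-fold were called, and 95.9% of genes changed 40-fold. Many genes were changed at once there, which makes the adjusted p easier to pass. For a large set of changed genes, such as Table S1 lists, depth and group size alone leave the absence of calls unexplained. The simulation cannot give the share called when few genes change. Np4, with a log2 fold change of -1.87, had an adjusted p of 0.236 by limma-voom. Nor does it cover changes in only some rats of a group, as for P2rx3. The fold change of Il1b ran from 0.423 to 1.02 over the settings compared with the paper's 37.604, so the deposited counts gave neither that value in any of these settings nor the paper's Table S1 median in any division. The reason was not found, and no biological explanation was tested.

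Of the 10 splits of the 6 rats into groups of 3, 4 part every same-numbered pair as the real split does; the others part 1 pair. Among those 4, 2 gave as many genes at an unadjusted p under 0.05 and a fold change over 2 as the real split (58 genes higher and 61 lower, against 121 genes in the other), 4 gave as many DEGs, since the real split gave 0, and 4 gave as many Table S1 genes in one direction as were higher in the real split, a number of 1 that any of them reaches. In the larger direction the real split had 17 Table S1 genes, all lower, and 1 of the 4, the real split itself, gave as many. So few splits cannot show a share under 0.05. Genes whose groups did not overlap numbered 1591, 12.4% of those tested, where chance gives 10%.

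The share of counts on the ribosomal RNA genes Rn18s and Rn28s was 1.37%, 1.72% and 2.21% in the control IgG rats and 0.75%, 0.695% and 1.26% in the rAQP4 IgG rats (exact permutation test, p = 0.1). Without these genes the median log2 fold change of all genes shifted by -4.0e-05. TMM scaling holds this median near 0 with or without them. The log2 fold changes of P2rx4 (-0.060), Il1b (-0.77) and Irf8 (-0.78) were the same to these digits with and without them, so under TMM the share did not move these. The 10 genes with the most counts in each rat held 13.85%, 15.31% and 16.78% of the counts in the control IgG rats and 13.66%, 13.37% and 13.81% in the rAQP4 IgG rats, so the most abundant genes together, ribosomal RNA genes included where they rank among them, did not take up more of the counts in the rAQP4 IgG rats. The cause of the lower share was not found.

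Marker scores, the mean log2 CPM of a cell type's markers, were lower in every rAQP4 IgG rat than in every control rat for neutrophils (difference -0.82), pan-myeloid genes (-0.41), homeostatic microglia (-0.18) and cell division (-0.35), each with an exact permutation p of 0.1 and 0.3 after adjustment over the 12 lists. Since 0.1 is the smallest exact permutation p for 3 rats against 3, no list can pass a lower threshold, before or after adjustment. The size of the homeostatic microglia difference depended on the processing. It ran from -0.23 without rAQP4 IgG rat 1 to -0.075 with the median over markers, and was -0.11 without rAQP4 IgG rat 3. Np4, a neutrophil defensin gene named after its values were seen, had the smallest adjusted p of all genes by limma (0.236) and was called lower without rAQP4 IgG rat 2, with 134, 114 and 135 counts in the control rats and 33, 25 and 49 in the rAQP4 IgG rats. Aqp4, the target of the antibody, had 3077 ± 226 and 2822 ± 244 CPM, and Gfap 5818 ± 761 and 4899 ± 708 CPM, in control and rAQP4 IgG rats (SD, n = 3 each).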
